# MC3T3 osteoblast-like cells cultured at alkaline pH: Microarray data (Affymetrix GeneChip Mouse 2.0 ST)

**DOI:** 10.1016/j.dib.2017.05.013

**Published:** 2017-05-10

**Authors:** Anne-Marie Galow, Alexander Rebl, Dirk Koczan, Jan Gimsa

**Keywords:** Bone, Gene regulation, Functional gene networks, p38 MAPK, Murine cell line, Quantitative real-time PCR, Robust Multi-Array Average, Fold change bias, Differential gene expression, Ingenuity Pathway Analyses

## Abstract

It is well known that pH plays a pivotal role in the control of bone remodeling. However, no comprehensive gene expression data are available for the effects of alkaline pH on osteoblasts. We cultured differentiating MC3T3-E1 osteoblast-like cells at pH 7.4, 7.8, and 8.4 for 14 days. To identify differential gene expression, microarray data were collected with Affymetrix GeneChips. The data were validated by real-time PCRs for five genes that were found to be greatly regulated in the GeneChip-experiments (DMP1, FABP4, SFRP2 and TNFRSF19) or considered relevant for the terminal function of osteoblasts (DMP1 and ATF4). All the data are available from the Gene Expression Omnibus database (GEO accession: GSE84907). Here, we provide pathway analyses of known protein coding genes that were down-regulated or up-regulated by greater than 2.0-fold. The regulation datasets obtained from comparisons of pH 7.8 and 7.4, as well as pH 8.4 and 7.4 share a high number of differentially expressed genes. When comparing pH 8.4 and 7.8, other genes mainly emerge, suggesting not only a simple amplification of the effects at pH 8.4 that were already induced at pH 7.8 but also the induction of different pathways. For a more detailed analysis, different mammalian functional gene networks were assigned to each dataset. After merging and manual optimization of the network graphs, three combined functional gene networks were obtained that reflected distinct pH-dependent cellular responses. A common feature of the networks was the central role of p38 MAP kinase. The microarray data presented here are related to the research article doi:10.1016/j.bbrep.2017.02.001 (Galow et al., 2017) [1].

## **Specifications Table**

**Table:** 

Subject area	*Cell biology*
More specific subject area	*Bone cell biology, gene regulation*
Type of data	*Tables, schematic images*
How data was acquired	*Affymetrix GeneChip, Mouse Gene 2.0 ST Array, Robust Multi-Array Average and statistical analyses*
Data format	*Raw, filtered, analyzed*
Experimental factors	*Cells were cultured in HEPES buffered α-MEM at pH 7.4 (control) and under alkaline conditions at pH 7.8 and pH 8.4 for 14 days*
Experimental features	*RNA isolation, global gene expression analyses*
Data source location	*Rostock, Germany*
Data accessibility	*Pathway analyses data are within this article; microarray data are available from the Gene Expression Omnibus database (GEO accession:*GSE84907*)*

## **Value of the data**

• A benchmark global analysis of differential gene expression of osteoblast-like cells cultured under standard and alkaline pH conditions.
• These data may be useful for comparison with microarray data from other osteoblast cell lines or primary cells under different pH conditions.
• The data can serve as a reference for scrutinizing the culture conditions used for different cell types.
• Genes and pathways identified as differentially expressed in this data set could be investigated in future studies of the cell and molecular biology of bone regeneration.

## 1 Data

Affymetrix GeneChip microarray analyses comparing mRNA isolated from MC3T3 osteoblast-like cells cultured at different pH revealed several hundred genes to be differentially regulated at pH 7.8 and pH 8.4 compared to the standard conditions (pH 7.4). 

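MC3T3-E1 is a line of mouse osteoblast precursors that forms a mineralising matrix in culture, and the sample labels name the cells used as its subclone sc14. RNA of 4 samples at each of pH 7.4, pH 7.8 and pH 8.4 was hybridised after 14 days of culture to 12 Affymetrix Mouse Gene 2.0 ST arrays, which measure each transcript cluster with a set of probes. The labels number the samples within each pH without saying whether they came from separate cultures, so p-values measure the spread between these samples, which may be technical. The authors' deposited values are log2 signals from Robust Multi-Array Average (RMA), which corrects the background, normalizes between arrays and condenses the probes to 1 value per transcript cluster. Most decimal points had been lost from the deposited value table, and they were put back with the help of the deposited average of each pH. Of 41345 transcript clusters, the 34465 for which this was possible were analysed, and each average was recovered within 0.0051 on the log2 scale. The median of an array lay between 2.97 and 3.04, and replicates of a pH correlated at r = 0.993 to 0.995. The first principal component (37.7% of the variance) separated pH 7.4 from both alkaline groups, and the second (16.6%) separated pH 7.8 from pH 8.4. Every cluster was tested with limma, a linear model that moderates the variance across clusters, with 1 mean per pH over all 12 arrays. Genes were called differentially expressed (DE) at a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 2 either way. The files name 28514 genes that hold a cluster of their own, and a gene with several clusters was read from the brightest. The number of arrays limits the precision, and because no detection calls were used, a low signal may be background.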

Of more than 30,000 genes per chip, a list of >800 genes that were differentially expressed by greater than 2.0-fold (*p*<0.05) was generated [2], containing more than 500 differentially expressed (DE) genes for the comparison with pH 7.8 and approximately 550 for the comparison with pH 8.4. 

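At pH 7.8, the largest rise against pH 7.4 was that of Dmp1, which encodes a phosphoprotein of the mineralising bone matrix, with a log2 fold change of 3.75 (SE 0.179, adjusted p = 1.4e-08 from limma, 13.4-fold, n = 4 arrays per pH). Fabp4, a fatty acid carrier of adipocytes, rose by 2.71 (SE 0.132, limma, adjusted p = 1.8e-08), and Ctgf, a secreted matricellular protein, rose by 2.22 (SE 0.0565, adjusted p = 1.3e-10). The largest falls were those of Tnfrsf19, a receptor of the tumor necrosis factor family, at -3.51 (SE 0.0644, limma, adjusted p = 9.6e-12), and of the calcium-binding S100b at -3.45 (SE 0.0951, adjusted p = 2.1e-10). At pH 8.4, the adhesive glycoprotein vitronectin (Vtn) fell most, by 4.98 (SE 0.0965, limma, adjusted p = 3.9e-12, 31.5-fold), while Anxa8, a membrane-binding annexin, rose by 3.87 (SE 0.0592, adjusted p = 5.8e-13). Of 46 measured genes of the Wnt pathway, 9 fell and 1 rose at pH 7.8 (camera, adjusted p = 2.3e-06, and adjusted p = 0.023 with an estimated correlation), and 9 fell and 3 rose at pH 8.4 (adjusted p = 0.0001, and adjusted p = 0.032 with an estimated correlation). Wif1, a secreted protein that binds Wnt ligands, fell by 2.89 at pH 7.8 and by 1.75 at pH 8.4. The Wnt receptor Fzd7 fell by 2.10 at pH 7.8, whereas Rspo2, a secreted enhancer of Wnt signaling, rose by 1.83. Of 23 genes of osteoblast differentiation and bone matrix, 5 fell at pH 7.8 (camera, adjusted p = 0.0022, and adjusted p = 0.032 with an estimated correlation), and 4 fell at pH 8.4 (adjusted p = 0.00062, and adjusted p = 0.032 with an estimated correlation). They included the transcription factor Sp7 (osterix), at -1.62 and -1.55, and the bone alkaline phosphatase Alpl, at -1.33 and -1.74. The calls of this list were lost among clusters with a mean log2 signal of at least 5 (camera of limma, adjusted p = 0.41 and 0.33). When the lists were fixed, members such as Fzd7, Sfrp2, Sp7 and Alpl had been seen in the supplementary networks or real-time PCR values. The tests of the Wnt and osteoblast lists are therefore not fully independent of these. Of 10 osteocyte markers, Dmp1 and Pdpn rose at pH 7.8 (adjusted p = 0.1 for the list, and 0.019 without pH 7.8 replicate 1), and Dmp1 and Cd44 rose at pH 8.4 (adjusted p = 0.035, adjusted p = 0.41 with an estimated correlation, 0.42 at a mean log2 signal of at least 5, and 0.056 without pH 7.4 replicate 4). Altogether 455 genes were DE at pH 7.8, 160 higher and 295 lower, and 527 at pH 8.4, 213 higher and 314 lower, with 737 genes in any of the 3 comparisons. In 225 and 293 of them, the lower of both group means was below 5, where no detection call tells signal from background.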

For the comparison of pH 8.4 with 7.8, the DE gene list contained approximately 130 genes. 

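Between the alkaline groups, the strongest falls from pH 7.8 to pH 8.4 were those of Abi3bp, an extracellular matrix protein, with a log2 fold change of -2.45 (SE 0.0946, adjusted p = 1.4e-08 from limma, n = 4 arrays per pH), and of nephronectin (Npnt), a basement membrane ligand of integrins, at -2.23 (SE 0.0635, adjusted p = 1.8e-09). The membrane-bound carbonic anhydrase Car14 fell by 2.20 (SE 0.079, limma, adjusted p = 7.6e-09), and Cemip, which takes part in the breakdown of hyaluronan, fell by 2.03 (SE 0.06, adjusted p = 1.8e-09). The largest rises were those of Lgr6, a receptor for R-spondins, at 2.30 (SE 0.146, limma, adjusted p = 9.1e-07), and of the secreted phospholipase Pla2g7 at 2.17 (SE 0.106, adjusted p = 1.2e-07). The large proteoglycan versican (Vcan) rose by 1.82 (SE 0.0998, limma, adjusted p = 2.8e-07). Of 45 measured extracellular matrix genes, 2 rose and 6 fell, and the list as a whole was not shifted (camera of limma, adjusted p = 0.62). Of 32 matrix proteases and their inhibitors, Adamts1, Mmp8 and Mmp13 fell and the inhibitor Timp3 rose (median log2 fold change -0.10, adjusted p = 0.0023), a shift that was lost with an estimated correlation (adjusted p = 0.088) and among clusters with a mean log2 signal of at least 5 (adjusted p = 0.16). In the insulin-like growth factor axis, the growth factor Igf2 fell by 1.35 and Pappa2, a protease of its binding proteins, by 1.09, while the binding protein Igfbp6 rose by 1.09, among 17 genes (adjusted p = 0.0021, adjusted p = 0.083 with an estimated correlation, and 0.055 at a mean log2 signal of at least 5). In all, 120 genes were DE, 74 higher and 46 lower at pH 8.4, of which 7 passed 4-fold, with a largest fold change of 5.47.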

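The genes DE in each of the 3 pairwise comparisons numbered 17. In 9 of them the signal fell from pH 7.4 to pH 7.8 and again to pH 8.4, as for the carbonic anhydrase Car14, which had a mean log2 signal of 8.67 (SD 0.113) at pH 7.4, 6.81 (SD 0.0454) at pH 7.8 and 4.61 (SD 0.136) at pH 8.4 (n = 4 arrays each). The others of this kind were Vtn, Abi3bp, Npnt, the fibrillin Fbn2 and the fibulin Fbln7, all of the extracellular matrix, the growth factor Igf2, the glutamate transporter Slc1a6 and Map3k7cl. In 5 genes the signal rose at each step, namely Anxa8, the engulfment receptor Megf10, the guidance molecule Sema5a, and Gm12840 and Gm22455, which carry only provisional names. Anxa8 reached a mean of 4.65 (SD 0.0786), 6.78 (SD 0.0575) and 8.52 (SD 0.0354) at pH 7.4, pH 7.8 and pH 8.4. The remaining 3, the Wnt inhibitor Wif1, the tetraspanin Tspan18 and the acute-phase protein Orm2, were lowest at pH 7.8 and lay higher at pH 8.4, by 1.13 (SE 0.123, adjusted p = 5e-05 from limma), 1.54 (SE 0.122, adjusted p = 4.4e-06) and 1.05 (SE 0.142, adjusted p = 0.00029). For Orm2, the step from pH 7.8 to pH 8.4 was below 2-fold without pH 7.8 replicate 4 (log2 fold change 0.96) or pH 8.4 replicate 3 (0.9995). Its mean log2 signal was 2.96 at pH 7.8 and 4.01 at pH 8.4, and that of Tspan18 was 4.02 at pH 7.8. These lie below 5, where signal may be background, as do group means of Car14 and other genes of the set. The pH 7.8 and pH 8.4 comparisons share the pH 7.4 arrays, and the third comparison is the difference of both, so the 3 sets of DE genes do not arise independently.

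**Figure D1:**
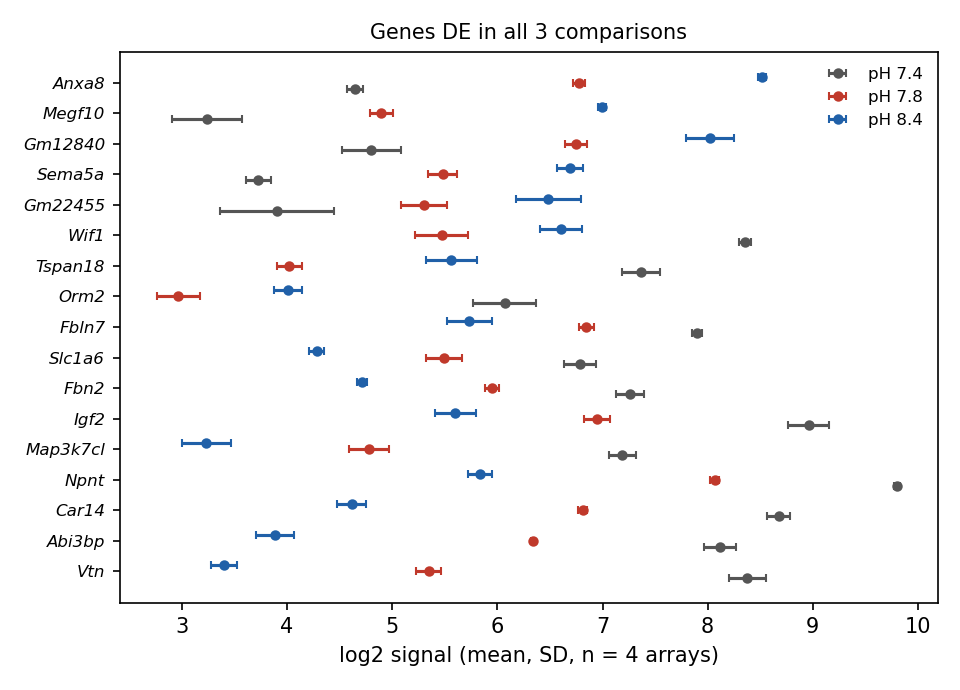
Mean log2 signal of the 17 genes DE in all 3 comparisons at pH 7.4 (grey), pH 7.8 (red) and pH 8.4 (blue), with bars for the SD over 4 arrays. Car14 falls from 8.67 to 4.61 and Anxa8 rises from 4.65 to 8.52, while Wif1, Tspan18 and Orm2 are lowest at pH 7.8.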

The comparison of the microarray datasets clearly showed only five DE genes that were common to each of the three pairwise comparisons. Other DE genes were present in one of the three datasets only, 239 genes in the pH 8.4 and 7.4 comparison, 205 genes in the pH 7.8 and 7.4 comparison, and 96 genes in the pH 8.4 and 7.8 comparison. 

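Atf4, a transcription factor of the stress response, and its target asparagine synthetase (Asns) were DE in the pH 7.8 and 7.4 comparison alone, with log2 fold changes of 1.15 (SE 0.0583) and 1.54 (SE 0.0622) there and of 0.35 and 0.71 at pH 8.4. The vitamin D receptor (Vdr) was DE in the pH 8.4 and 7.4 comparison alone, at -1.56 (SE 0.0597), against -0.89 at pH 7.8. The calcium-binding S100a4 and the protease inhibitor Timp3 were DE only between pH 7.8 and pH 8.4, where they rose by 1.62 (SE 0.0739) and 1.33 (SE 0.111), and the collagenase Mmp13 fell by 1.11 (SE 0.0684). These sets held 159 genes for pH 7.8 and 7.4, 200 genes for pH 8.4 and 7.4, and 30 genes for pH 8.4 and 7.8. Both comparisons with pH 7.4 shared 275 genes, 83 higher and 192 lower in both, where lists of this size drawn independently would share 1.2 higher and 3.25 lower genes. Unchanged groups simulated against the same pH 7.4 arrays gave 0 DE genes in each of 100 draws, so that their overlap of 0 does not measure what shared arrays add. With the pH 7.4 arrays split between the comparisons, 2 for each, the overlap was 270 to 279. Across all genes, which are not independent replicates, both sets of log2 fold changes correlated at r = 0.752, with 0.501 in the simulation and 0.604 to 0.648 with split controls, and their covariance was 0.0757, against 0.0064 in the simulation and 0.0665 to 0.0694 with split controls. A gene DE in one comparison only is not thereby shown to differ from the other. Of the 180 genes DE at pH 7.8 and not at pH 8.4 against pH 7.4, 172 had the same sign at pH 8.4, and 131 differed between the alkaline groups at an adjusted p below 0.01. Of the 252 genes DE at pH 8.4 and not at pH 7.8, 246 had the same sign at pH 7.8, and 192 differed between the alkaline groups. Picking genes on the same arrays raises both counts of differing genes.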

Fig. 1 presents the relationships. Starting from the DE gene list, three functional gene networks were generated, using the IPA (Ingenuity Pathway Analyses; www.qiagenbioinformatics.com) software. The networks demonstrated distinct pH-dependent cellular responses. 

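As a list, genes of the integrated stress response, which ATF4 controls, were higher at pH 7.8 than at both other pH values. Of 41 measured, 8 rose and 1 fell against pH 7.4 (median log2 fold change 0.50, camera, adjusted p = 2e-16, and adjusted p = 0.003 with an estimated correlation), among them Atf4, Asns, Eif4ebp1 and the pseudokinase Trib3. From pH 7.8 to pH 8.4 the list fell (median -0.42, adjusted p = 2.4e-22, and adjusted p = 0.0016 with an estimated correlation), with 25 members lower at an adjusted p below 0.01 and Shmt2, an enzyme of serine metabolism, as the only one past 2-fold at -1.01 (SE 0.0878). Shmt2 was below 2-fold in other settings, such as -0.95 without pH 8.4 replicate 2. Against pH 7.4 it was not shifted at pH 8.4 (median 0.13, camera of limma, adjusted p = 0.16). Per array, the mean of the list lay 0.49 (SD 0.0126) above pH 7.4 at pH 7.8 and 0.06 (SD 0.00945) above it at pH 8.4, n = 4 arrays each. Cell cycle genes were lowest at pH 7.8 (34 measured, median -0.71, adjusted p = 4.6e-17, and adjusted p = 0.032 with an estimated correlation), with Top2a, a topoisomerase of dividing cells, at -1.25 (SE 0.0744), while Cdt1, which licenses DNA replication, rose by 1.37 (SE 0.0757). At pH 8.4 their median was -0.23 (adjusted p = 0.00031, adjusted p = 0.26 with an estimated correlation), and the step from pH 7.8 to pH 8.4 was 0.42 (adjusted p = 1.9e-12, adjusted p = 0.053 with an estimated correlation). Of 21 genes of cholesterol synthesis none was DE, but the list fell from pH 7.8 to pH 8.4 (median -0.32, adjusted p = 1e-07, and adjusted p = 0.032 with an estimated correlation), with 11 members lower at an adjusted p below 0.01 and 13 at an unadjusted p below 0.05 in limma. Genes of the unfolded protein response rose at pH 8.4 (16 measured, median 0.30, adjusted p = 2.4e-06, and adjusted p = 0.032 with an estimated correlation), none past 2-fold, 8 at an adjusted p below 0.01 and 13 at an unadjusted p below 0.05, as the chaperone Hspa5 at 0.49 (SE 0.0503). At pH 7.8 they rose by a median of 0.16 (adjusted p = 0.0015, adjusted p = 0.082 with an estimated correlation, and 0.09 at a mean log2 signal of at least 5). Markers of smooth muscle and myofibroblasts fell at pH 8.4 (10 measured, median -0.38, adjusted p = 0.0004, and adjusted p = 0.038 with an estimated correlation), with the actin-binding Tagln at -1.34 (SE 0.0704) and the actin Actg2 at -1.08 (SE 0.089). Chondrocyte markers fell at pH 7.8 (19 measured, median -0.15, adjusted p = 0.003, adjusted p = 0.038 with an estimated correlation, and 0.11 at a mean log2 signal of at least 5), where only the matrilin Matn4 was DE at -2.43. Counts of DE members, here and for the other lists, were the same when adjusted over the list alone. Of all 30 lists, 17, 15 and 9 were called at pH 7.8, at pH 8.4 and between the alkaline groups, and 9, 5 and 2 with an estimated correlation. From the networks built on the DE genes of each comparison, the paper states that the cellular responses differed with pH.

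**Figure D2:**
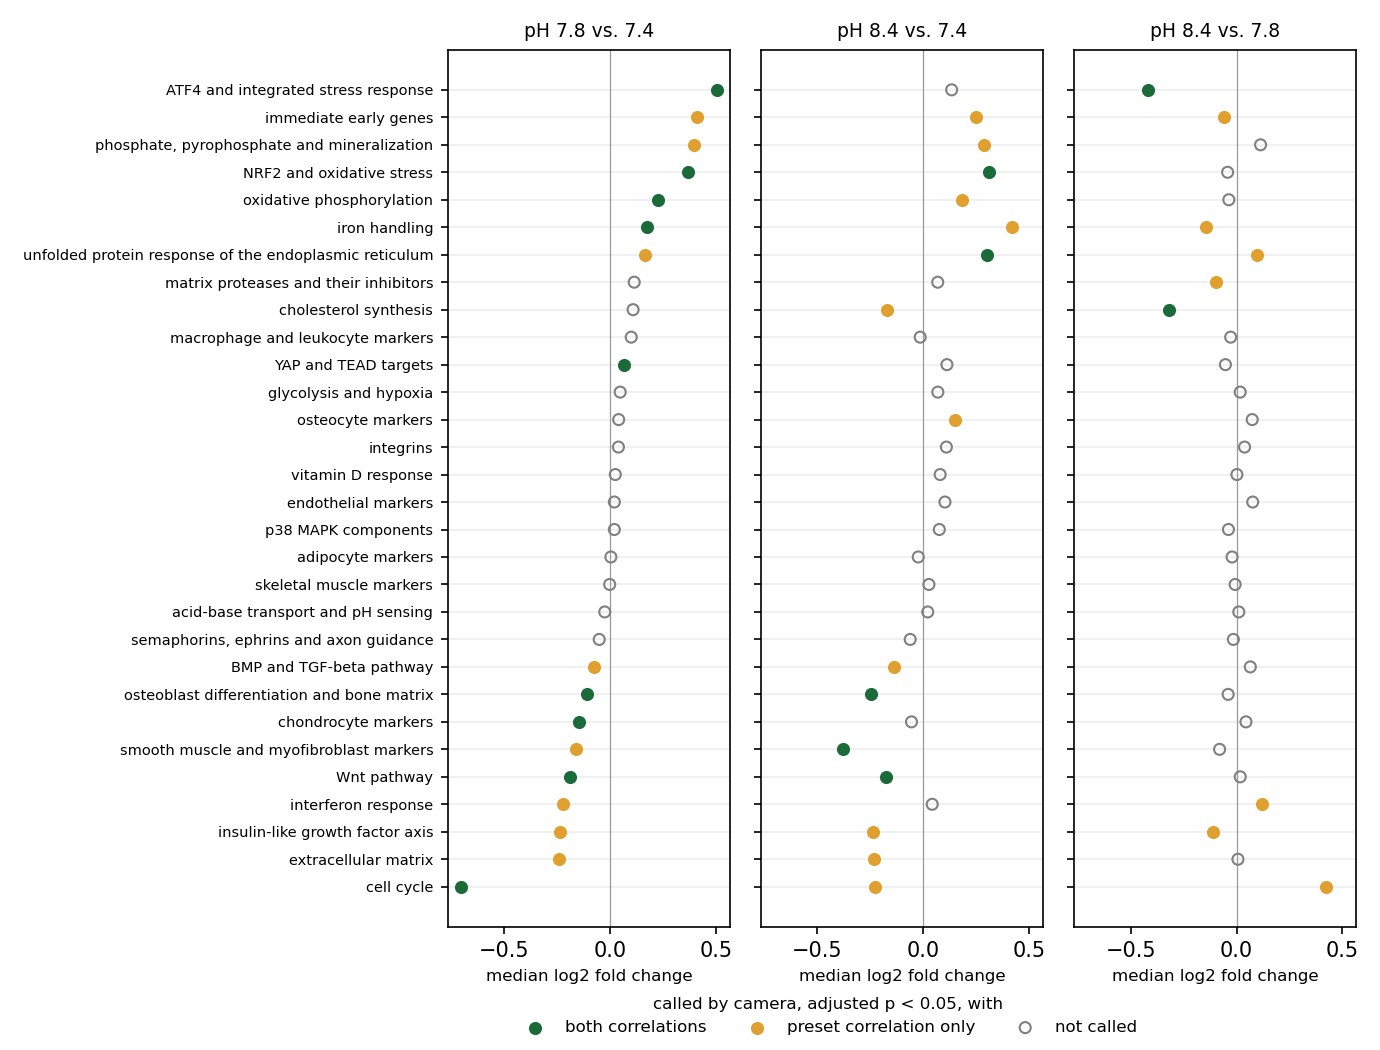
Median log2 fold change of each of the 30 gene lists in the 3 comparisons, filled green where camera called the list with the preset and the estimated correlation, orange with the preset one only, open where not called. At pH 7.8 the cell cycle list lies lowest at -0.71 and the ATF4 list highest at 0.50.

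**Figure D3:**
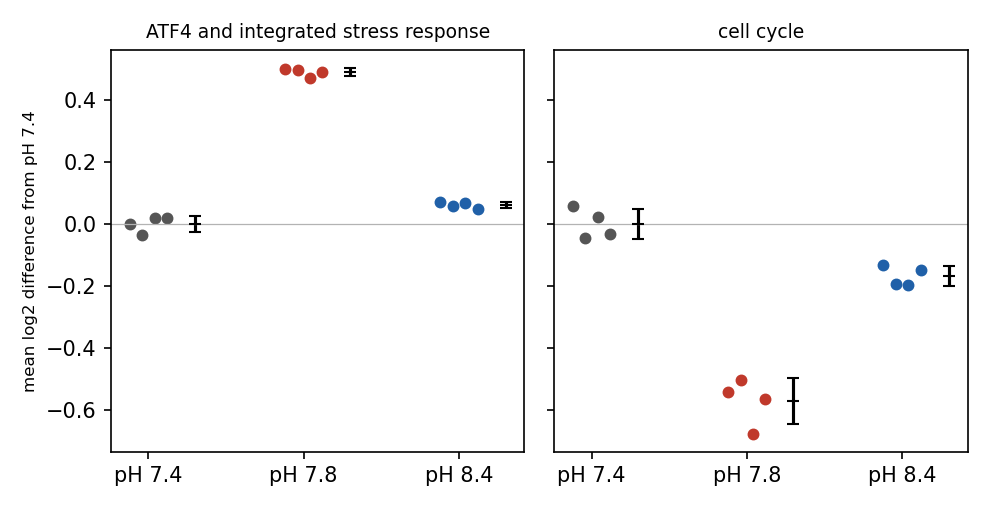
Mean log2 difference from the pH 7.4 mean for each of the 12 arrays (points) over the ATF4 and cell cycle lists, with mean and SD (bars) of each pH. The pH 7.8 arrays lie between 0.47 and 0.50 for the ATF4 list and between -0.68 and -0.50 for the cell cycle list.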

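The genes of the p38 mitogen-activated protein kinases themselves did not pass the test on the arrays. Mapk14, which encodes p38 alpha, had log2 fold changes of 0.01 at pH 7.8, 0.06 at pH 8.4 and 0.04 between the alkaline groups (SE 0.0657, adjusted p = 0.93, 0.66 and 0.78 from limma, n = 4 arrays per pH). Mapk11, which encodes p38 beta, had a log2 fold change of 0.21 at pH 8.4 (SE 0.0883, limma, adjusted p = 0.13), and Mapk12 one of -0.15 (SE 0.0851, adjusted p = 0.3). Mapk13 had one of -0.06 between the alkaline groups (SE 0.0809, limma, adjusted p = 0.73). Of 27 measured components of the pathway, 1 was DE, the upstream kinase Map2k6, which fell by 1.30 at pH 7.8 (SE 0.135, limma, adjusted p = 1.3e-05). At an unadjusted p below 0.05, 11 were higher and 9 lower at pH 7.8 (7 and 5 at an adjusted p below 0.01), 9 were higher and 6 lower at pH 8.4, and 6 higher and 8 lower between the alkaline groups. The list was not shifted at pH 7.8, at pH 8.4 or between the alkaline groups (camera of limma, adjusted p = 0.57, 0.48 and 0.74). In the networks of Supplementary file 2, p38 MAPK is a group node with no measurement of its own, and it stands in 1 network of each comparison, out of 25, 25 and 10. These networks lie among the 3 with the highest scores, which also share the group nodes Alpha catenin and Focal adhesion kinase and the gene Igf2. In the network with p38 MAPK at pH 7.8, Dmp1, Ctgf, Rspo2 and the syndecan Sdc4 rose, and the matrix proteins Matn4 and Lum, the pentraxin Ptx3 and Sp7 fell. At pH 8.4 it held Dmp1, Ctgf, the junction protein Jam2 and the phospholipase Pla2g4a among the rises, and Tnfrsf19, the receptor kinase Ret, the phospholipase Pla2g5 and the lipid transporter Abcb4 among the falls. Between the alkaline groups, Pla2g7, Megf10, the water channel Aqp1 and Jam2 rose, and Npnt, the sodium pump subunit Atp1b1, the receptor Tnfrsf12a and Adamts1 fell. An array measures RNA only, not the activity of a kinase.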

A common feature of each of the networks was the central role of p38 MAP kinase.

**Fig. 1:**
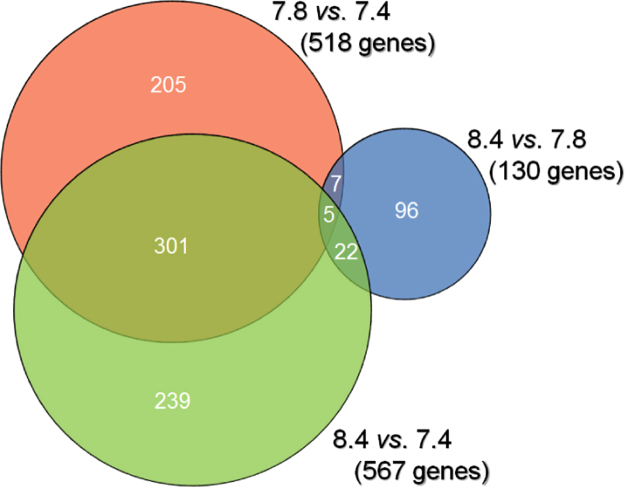
Venn diagram illustrating the numbers of genes, which were commonly and exclusively expressed at pH 7.8 and 7.4 (red circle), at pH 8.4 and 7.4 (green), as well as at pH 8.4 and 7.8 (blue).

## 2 Experimental design, materials and methods

### 2.1 Cell culture

The mouse-osteoblast precursor cell line MC3T3-E1 [3] was obtained from the German collection of microorganisms and cell culture (DSMZ, Braunschweig, Germany) and cultured at pH 7.4, 7.8 or 8.4 as described previously [1].

### 2.2 Array hybridization and data validation

For gene expression analysis 10 mg/ml beta-glycerol phosphate and 10 ng/ml calcitriol were added after seven days to restrict the proliferation and support the differentiation of the cells. After 14 days, RNA isolation, RNA quantification and array hybridization were performed as described previously [1].

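For the quantitative real-time PCR (qRT-PCR), Supplementary file 1 lists the threshold cycles (Ct) of 252 wells on 3 plates, all marked as passed, for 5 target genes and the reference gene GAPDH. Each of 4 numbered samples per pH was run in 3 wells per target and in 2 GAPDH wells per plate. The SD over the wells of a target in a sample had a median of 0.0435 cycles. The mean Ct of GAPDH was 19.7 (SD 0.0411, n = 4 samples) at pH 7.4, 19.3 (SD 0.116) at pH 7.8 and 19.7 (SD 0.156) at pH 8.4. From each target Ct the GAPDH Ct of the same sample and plate was subtracted (delta Ct), and the log2 fold change is the difference of the mean delta Ct between the groups, which assumes a doubling per cycle. The SD given with it is the root of the summed variances of delta Ct in both groups. It describes the spread of samples and is not comparable with the SE given for arrays. Groups were compared by a two-sided exact permutation test, in which 4 samples against 4 cannot give a p below 0.0286, with a Benjamini-Hochberg adjustment over 10 comparisons. A target labelled TNFRP2 in the Ct list was taken as TNFRSF19, the only target without a label of its own.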

To validate the GeneChip data, quantitative real-time PCRs (qRT-PCRs) were performed for five genes that were found to be greatly regulated in the GeneChip experiments (DMP1, FABP4, SFRP2 and TNFRSF19) or considered relevant for the terminal function of osteoblasts (DMP1 and ATF4). After the RNA isolation described before [1], the RNA was adjusted to 800 ng per 20 µl sample. Reverse transcription reactions were run using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems™, Waltham, MA, USA) according to the manufacturer׳s protocol.

Real-time PCR was performed with total PCR mixture volumes of 20 µl, including 1 µl cDNA in a 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using the TaqMan™ Universal PCR Master Mix (Applied Biosystems™, Waltham, MA, USA) and predesigned primers and probes (DMP1 Mm01208363_m1, FABP4 Mm00445878_m1, SFRP2 Mm01213947_m1, TNFRSF19 Mm00443506_m1, ATF4 Mm00515324_m1). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH; Applied Biosystems™, Waltham, MA, USA) was chosen as the reference gene. All samples were run in triplicate, and the mRNA contents of each target gene were normalized to GAPDH. The results were analyzed using the relative expression software tool REST-384 (http://rest.gene-quantification.info/).

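By qRT-PCR, Dmp1 was 20.4-fold higher at pH 7.8 (log2 fold change 4.35, SD 0.595, n = 4 samples per pH) and 10.1-fold higher at pH 8.4 (3.33, SD 0.34) than at pH 7.4. Fabp4 was 9.23-fold higher at pH 7.8 (3.21, SD 0.337) and 6.83-fold higher at pH 8.4 (2.77, SD 0.317). The log2 fold change of Tnfrsf19 was -5.26 (SD 0.185) at pH 7.8 and -6.81 (SD 0.247) at pH 8.4, and that of Sfrp2 was -4.87 (SD 0.163) and -4.27 (SD 0.298). Atf4 was 2.72-fold higher at pH 7.8 (1.44, SD 0.351), but not distinguishable from pH 7.4 at pH 8.4 (0.06, SD 0.302, exact permutation test, p = 0.629). For the other 9 comparisons all samples of both groups were separate (exact permutation test, p = 0.0286, adjusted p = 0.0318, the smallest that 4 against 4 allow). On the arrays, the corresponding log2 fold changes at pH 8.4 were 2.97 (SE 0.179) for Dmp1, 2.31 (SE 0.132) for Fabp4, -4.14 (SE 0.0644) for Tnfrsf19, -2.80 (SE 0.081) for Sfrp2 and 0.35 (SE 0.0583) for Atf4. Atf4 missed only the fold threshold of DE there (limma, adjusted p = 0.00068), so the arrays gave a small rise that qRT-PCR did not show. Across the 5 genes, which are not independent replicates and too few for a test, the log2 fold changes of both methods correlated at r = 0.999 at pH 7.8 and r = 0.998 at pH 8.4. All of them but Atf4 are named by the paper as greatly regulated on these arrays. With large rises and large falls picked this way, a high r mainly reflects equal directions. On linear folds with a sign for the direction, r was 0.989 and 0.94.

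**Figure D4:**
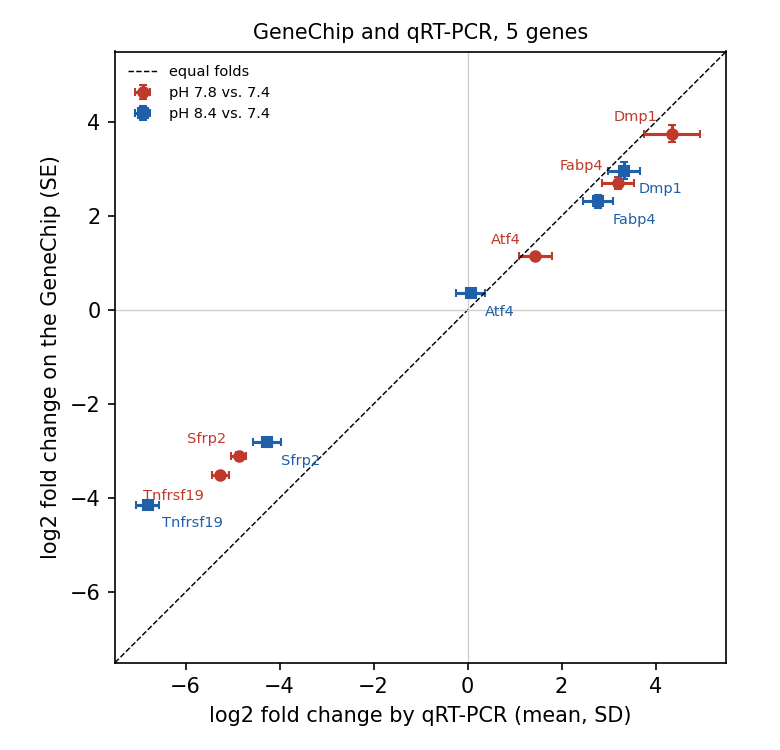
Log2 fold changes of 5 genes by qRT-PCR (x axis, bars for the combined SD of both groups) and on the GeneChip (y axis, bars for the SE) at pH 7.8 (red circles) and pH 8.4 (blue squares) against pH 7.4, with the line of equal folds dashed. Tnfrsf19 at pH 8.4 lies at -6.81 by qRT-PCR and at -4.14 on the GeneChip.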

The exemplary qRT-PCR results were largely consistent with the respective GeneChip data (see Supplementary file 1) . The systematic differences in the fold change determination between the two methods were caused by the limited dynamic range of the microarray technology compared with qRT-PCRs. This bias is increased by the model-based probe level analysis algorithm ׳Robust Multi-Array Average׳ used, which underestimates the fold change numbers of microarrays relative to qRT-PCR numbers [4], [5].

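The arrays gave smaller changes than qRT-PCR for Dmp1, Fabp4, Sfrp2 and Tnfrsf19 at both alkaline pH values and for Atf4 at pH 7.8. For Dmp1, the log2 fold change on the arrays was 0.862 of that by qRT-PCR at pH 7.8 and 0.89 of it at pH 8.4, and for Fabp4 0.844 and 0.833 of it. For the genes that fell, the ratio was smaller, at 0.637 and 0.655 for Sfrp2 and 0.667 and 0.608 for Tnfrsf19. At pH 7.8 the size of this gap depends on GAPDH. From raw Ct without GAPDH, the log2 fold changes there were 4.73 for Dmp1, 3.66 for Fabp4, -4.41 for Sfrp2 and -4.92 for Tnfrsf19. Among these genes, this narrows the gap between rises and falls without closing it. Atf4, which rose, had a ratio of 0.795 at pH 7.8, and its change at pH 8.4 was too close to 0 for a ratio. From raw Ct its log2 fold change at pH 7.8 was 1.82, against 1.15 on the arrays, a smaller ratio than for either falling gene. Without GAPDH, the ratios at pH 7.8 therefore did not separate rises from falls once Atf4 is counted. Raw probe intensities were not analysed here, so the ratios describe values after RMA only. The paper attributes the differences between the methods to the limited dynamic range of microarrays and states, citing earlier work, that RMA increases this bias.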

### 2.3 Statistical analyses of changes in global gene expression

Primary data analysis was carried out with the Affymetrix Expression Console 1.4.1.46 software including the Robust Multiarray Average module for normalization. Gene expression data were log-transformed. A change was considered significant when the false discovery rate-corrected p-value/q-value thresholds met the criterion *q*<0.01 at fold changes >|2|, i.e. expression increments or declines larger than two. A general overview of the DE gene sets at alkaline pH is presented in the Venn diagram [6] of Fig. 1.

### 2.4 Network analyses

We extracted functional networks corresponding to those known from mammalian (mouse, rat or human) *in vivo* and *in vitro* systems. For this, lists of DE genes were imported into the IPA software. The ‘Core Analysis’ routine of the software returned a list of networks with descending scores (see Supplementary file 2). The network scores are based on the hypergeometric distribution and are calculated with the right-tailed Fisher׳s Exact Test. For each pH comparison, the three networks with the highest scores were merged and manually optimized (Fig. 2).

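The 3 networks with the highest scores held some of the genes with the largest changes, such as Dmp1, S100b, Vtn and Matn4 at pH 7.8, Tnfrsf19, Anxa8, Slco1a4 and Megf10 at pH 8.4, and Abi3bp and Npnt between the alkaline groups. The organic anion transporter Slco1a4 had a log2 fold change of -3.76 (SE 0.11) at pH 8.4. Each network lists 35 molecules, of which those matched to a gene on the arrays were checked against the DE genes. At pH 7.8, DE genes made up 26 of 28, 27 of 29 and 25 of 26 matched molecules, and together 78 genes, 33 higher and 45 lower, which is 17.1% of the DE genes. At pH 8.4, they made up 28 of 28, 23 of 26 and 28 of 28, and together 79 genes, 35 higher and 44 lower, or 15% of the DE genes. Between the alkaline groups, they made up 19 of 22, 21 of 21 and 9 of 33, and together 48 genes, 28 higher and 20 lower, or 40% of the DE genes. The study chose these networks on the same samples, so the counts are not independent evidence.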

**Fig. 2:**
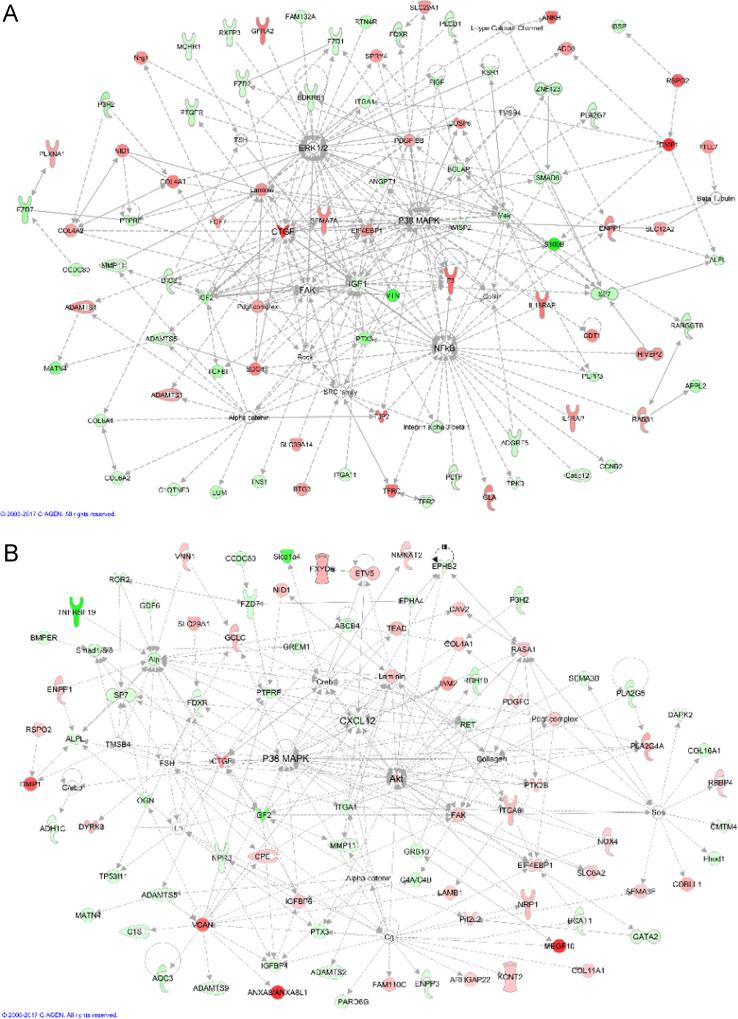
The network analyses illustrate the interactions of genes and gene products that are differentially regulated in MC3T3 osteoblast-like cells, which were cultured at different pH. The networks A (pH 7.8 vs. 7.4), B (pH 8.4 vs. 7.4), and C (pH 8.4 vs. 7.8) were obtained after manual optimization by combining the three functional networks given in Table 1 for each dataset. Red and green symbols represent up- and downregulated genes, while white symbols represent other compounds, which are required for the consistency of the networks, such as hormones, transcription factors, cytokines, receptors etc. Direct and indirect relationships are indicated by full and broken lines, respectively. Blocked lines indicate inhibiting effects.

**Fig. 2:**
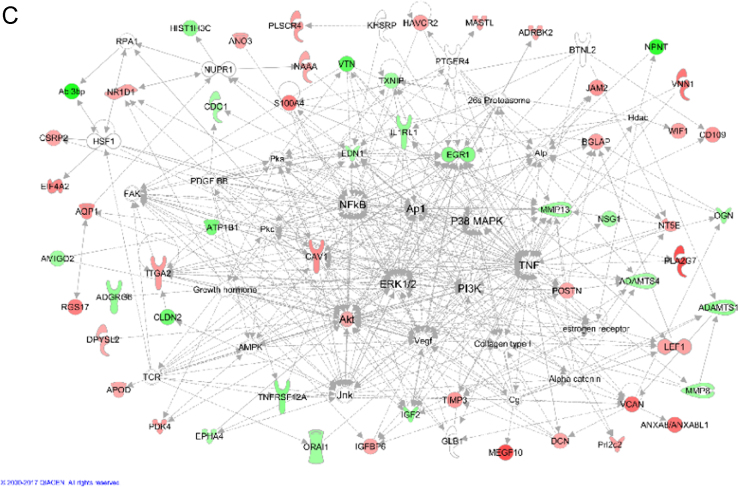
Continued.

Nevertheless, greatly regulated genes may be missing, because they do not emerge in the functional contexts of the networks chosen, like for example the SFRP2 gene. 

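Sfrp2, which encodes a secreted protein that binds Wnt ligands, ranked 10th among the DE genes by the size of the change at pH 7.8, with a log2 fold change of -3.10 (SE 0.081, adjusted p = 1.3e-10 from limma, n = 4 arrays per pH), and 25th at pH 8.4, with -2.80 (SE 0.081, adjusted p = 1.7e-10). It stands in none of the 3 networks with the highest scores, but in networks of lower score of both comparisons with pH 7.4. The tetraspanin Tspan18, the adhesion protein Flrt1 and Orm2, at -3.34 (SE 0.122), -3.28 (SE 0.148) and -3.10 (SE 0.142) at pH 7.8, were in no network of that comparison. Of the 20 named genes with the largest changes, 4 at pH 7.8, 6 at pH 8.4 and 12 between the alkaline groups were in the 3 networks with the highest scores, and 14, 18 and 19 in any network.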

Please compare to Table 3 in [1]. Out of the 10 greatly regulated genes listed in this table, only five emerged in the networks in Fig. 2. The networks for each dataset are listed in Table 1.

**Table 1:** Designations of functional networks of "top diseases and functions" known from mammalian (mouse, rat or human) *in vivo* and *in vitro* systems, which were extracted by the IPA software using the datasets obtained from the different pH comparisons. For each pH comparison, the table presents the three functional networks with the highest scores and the number of DE genes involved in the networks.

**Dataset**	**Score**	**Genes involved**	**Functional networks (top diseases and functions)**
**pH 7.8 vs. 7.4**	40	29	Cell morphology, cellular assembly and organization, cellular function and maintenance
	40	29	Connective tissue disorders, inflammatory disease, inflammatory response
	36	27	Cellular development, cellular growth and proliferation, nervous system development and function
**pH 8.4 vs. 7.4**	39	29	Embryonic development, organ development, organ morphology
	37	28	Connective tissue disorders, cellular assembly and organization, cellular function and maintenance
	35	27	Connective tissue development and function, skeletal and muscular system development and function, tissue development
**pH 8.4 vs. 7.8**	43	23	Cellular development, cellular growth and proliferation, organ development
	38	21	Molecular transport, cardiovascular system development and function, organismal development
	24	15	Skeletal and muscular system development and function, carbohydrate metabolism, nucleic acid metabolism

## Footnotes

Appendix A Supplementary data associated with this article can be found in the online version at http://dx.doi.org/10.1016/j.dib.2017.05.013.

How the deposited data were processed for this re-analysis (not part of the article)

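RNA of MC3T3-E1 cells cultured for 14 days at pH 7.4, pH 7.8 or pH 8.4 was measured on 12 arrays, 4 per pH, with beta-glycerol phosphate (10 mg/ml) and calcitriol (10 ng/ml) present from day 7. According to the submitters' processing notes and the paper, the authors made the log2 values with Affymetrix Expression Console 1.4.1.46 and RMA. The authors' deposited tables also hold p-values, q-values and linear fold changes per comparison, which were used only as an alternative and as a check. The genome build and annotation are not given in the sources used here, so no coordinates are printed.

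In the deposited value table, 88.9% of the values had lost their decimal point. The position of each point was chosen with the deposited average of the same cluster and pH. Left out were 6873 clusters without such averages and 7 with values in scientific notation. For the 34465 clusters kept, the recomputed averages differed from the deposited ones by at most 0.0051, and all 33605, 33576 and 34090 p-values above 1e-05 fell within 5% of the deposited ones. The design had assumed that every cluster of the value table could be used. Of the clusters, 961 hold the same values as another, 28919 carry 1 symbol, 3544 several and 2002 none. Genes were named only from clusters with 1 symbol, and 25223 of 28514 genes were found in RefSeq, 19459 as protein coding. GAPDH has no such cluster and therefore no array value.

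Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend) with data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The p-values were adjusted over all 34465 clusters. On simulated data with the real means and spread, all 70 genes with a 3-fold and all 70 with a 6-fold change were called in each comparison, none of 60 with a 1.5-fold change, and no unchanged gene. The fold threshold and a noise that is small beside it largely fix these outcomes. They therefore say little about false calls near the threshold.

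The gene lists, the tests of genes and lists, thresholds and most alternatives were fixed before the array data were examined. The supplementary Ct values and the networks, which were built on the DE genes of these arrays, had been seen when the design was written. Some lists hold members of these networks or genes of the Ct list. Examples are Fzd7, Rspo2 and Sfrp2 in the Wnt list, and Sp7, Alpl and Ibsp in the osteoblast list. Others are Igf1 and Igf2 in the insulin-like growth factor axis, and Vtn, Lum and Npnt in extracellular matrix. Tfrc and Slc39a14 in iron handling and Atf4 in its own list are further ones. The tests of such lists are therefore not fully independent of what had been seen. The 30 lists were osteoblast differentiation and bone matrix, osteocyte, adipocyte, chondrocyte, skeletal muscle, smooth muscle and myofibroblast, macrophage and leukocyte, and endothelial markers, phosphate and mineralization, the Wnt pathway, the BMP and TGF-beta pathway, p38 MAPK components, ATF4 and the integrated stress response, the unfolded protein response, acid-base transport and pH sensing, cell cycle, extracellular matrix, matrix proteases, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, interferon response, vitamin D response, NRF2 and oxidative stress, YAP and TEAD targets, iron handling, the insulin-like growth factor axis, immediate early genes, semaphorins and ephrins, and integrins. Each was tested with limma's camera against all other genes with a preset inter-gene correlation of 0.01, adjusted over 90 tests and called at an adjusted p below 0.05. A simulated shift of 0.5 in 1 list was called in each comparison, with no other list called. The simulated noise was independent between genes, whereas the estimated correlation was 0.18 for cell cycle genes and 0.31 for osteocyte markers. The simulation therefore cannot show how often lists of correlated genes are called falsely.

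Named are the genes that the paper names, the 10 largest rises and 10 largest falls per comparison whose arrays do not overlap, the genes DE in all 3 comparisons, up to 4 genes per list and comparison, and up to 4 rises and 4 falls of each network with p38 MAPK. The supplementary fold changes of the 5 qRT-PCR genes and the networks had been seen when this rule was set. Alternatives covered the thresholds, the normalization, dim clusters, the model, the gene rule, the authors' deposited p-values and each array left out in turn.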

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

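The tests by matched random lists, by an RNA mixture and by qRT-PCR samples were chosen after the results were seen, and so was the use of the planned leave-one-out runs as a test of the stress response list. Only cyclic loess was chosen as a test before its result.

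Genes of the integrated stress response had a median log2 fold change of -0.42 from pH 7.8 to pH 8.4 and cholesterol synthesis genes one of -0.32, and neither group is discussed in the paper. DE clusters without a gene symbol, which networks of named genes leave out, numbered 12 at pH 7.8, 10 at pH 8.4 and 2 between the alkaline groups.

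The stress response list was higher at pH 7.8 than at pH 7.4 and at pH 8.4. The test chosen first, cyclic loess, left its median between the alkaline groups at -0.41 but moved 0 genes by more than 0.1, so that it decides nothing. Normalization by brightness would shift genes of equal brightness alike, but the lowest median of 10000 random lists matched on mean signal, a test that replaced it, was -0.18. A single array is argued against too, since the median nearest to 0 with any array left out was -0.37, and the list stayed called without each of the 12. Other faults of normalization stay open, and no biological explanation was tested.

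In 225 groups of 4 arrays of the 75 genes named in the text, 8 held an array far from the other 3, where chance gives about 1 in 20 groups. Over all genes that the naming rule gives, 33 of 681 groups did (4.85%), and 12 of the 33 lay in pH 7.8 replicate 1, against at most 3 in any other array. On the log2 scale the 8 were Dmp1 at 8.31, Pdpn at 9.43 and Fzd7 at 5.36 in pH 7.8 replicate 1, Alpl at 4.56 in pH 7.8 replicate 2, Mapk12 at 4.87 in pH 7.4 replicate 1, Rspo2 at 3.81 and Cd44 at 4.11 in pH 7.4 replicate 2, and Sdc4 at 8.18 in pH 7.4 replicate 4.

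Over the 455 DE genes, replicate 1 at pH 7.8 lay nearer to pH 7.4 than the others, at 0.95 of the distance against 1.00, 1.02 and 1.01. For RNA of a pH 7.4 sample mixed in, at the 8.36% that the rising genes need, the median of observed minus predicted rise was -0.136 (SE 0.0179) over the 295 falling genes, but 157 of these had a mean log2 below 5 at pH 7.8, where an array floor could hide a rise, so a mixture stays open. An error of this array alone stays open too, because the qRT-PCR sample of the same number lay at 0.949, among 0.941 to 1.06 for the others, although array and qRT-PCR deviations of equal numbers correlated at 0.427 (one-sided permutation test of 10000 shuffles, p = 0.0043). Against it, that sample was the lowest of 4 for both genes that rose most by qRT-PCR, Dmp1 (0.806, others 0.992 to 1.18) and Fabp4 (0.831, others 0.981 to 1.11), with sample 4 at 0.941 through Atf4 (0.653). No biological explanation was tested.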

How the results depend on the processing

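No test in this part was added after the data were seen. With no fold threshold, DE genes numbered 4046, 3810 and 2164 at pH 7.8, at pH 8.4 and between the alkaline groups, 5701 in any, 617 common, 2483 shared by the comparisons with pH 7.4, and 902, 769 and 328 in 1 comparison only. With treat for a fold above 1.2 they numbered 1451, 1412 and 483, 2132 in any, 79 common, 838 shared, and 462, 428 and 107 in 1 only. Among clusters with a mean log2 of at least 5 they numbered 292, 312 and 79, 461 in any, 162 shared, and 122 and 19 only at pH 8.4 and only between the alkaline groups, where fewer genes were tested. Called lists numbered 9, 5 and 2 with an estimated correlation and 10, 6 and 4 at a mean log2 of at least 5, and the cause was not tested. Without each array in turn, DE genes ranged over 452 to 470, 517 to 533 and 110 to 126, the common ones over 15 to 20, and called lists over 16 to 18, 14 to 15 and 7 to 9. With the replicate block, DE genes numbered 454, 526 and 120 and called lists 16, 15 and 7. Whether the numbers pair the arrays was not tested. Deviations of 12 same-numbered pairs correlated at -0.30 to 0.35, with 6 above 0.1, and those of differently numbered pairs at -0.38 to 0.33. Of 362 values of named genes, of which 245 were tested at a mean log2 of at least 5, 0 changed direction in a setting that tested them, and 9 lost their call with the authors' deposited values. Most clusters lie near the array medians of about 3, where changes are hard to tell from background.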

Differences from the paper's values

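The paper states 5 DE genes common to the 3 comparisons, where 17 were found at its thresholds of q and fold, and no setting came within 1.5 times of the 5. Of the alternatives set before the data were examined, the lowest count was 15, with protein coding genes or without pH 8.4 replicate 3, and the authors' deposited p-values and fold changes gave 17. The paper states 96 genes DE only between pH 8.4 and pH 7.8, where 30 were found. Of those alternatives, only treat for a fold above 1.2 came within 1.5 times of the paper's number, with 107, and the deposited values gave 31. For network 3 of the pH 8.4 and 7.8 comparison, the paper gives 15 genes involved, where 9 of its molecules were DE genes here and 4 more had folds of 1.96 to 2.00. Of those alternatives, those within 1.5 times were no fold threshold (19), treat (14), the deposited values (12), and leaving out pH 7.8 replicate 1 (12) or pH 8.4 replicates 3 (11) or 4 (10). At p below 0.05 and a fold above 2, the paper states more than 800 DE genes, more than 500 at pH 7.8 and approximately 550 at pH 8.4. Genes here numbered 739, 456 and 528 at an unadjusted p below 0.05 and 737, 455 and 527 at an adjusted p below 0.01, and transcript clusters 846, 524 and 596 at the latter.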

Other observations

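The test of array values near their floor was chosen after its values were seen.

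Iron handling genes rose at pH 7.8 (17 measured, 5 higher and 1 lower, adjusted p = 2.3e-05 from limma's camera, and adjusted p = 0.032 with an estimated correlation), with the iron transporter Slc39a14 at 1.16 (SE 0.057) and Hmox1, which breaks down heme, at 1.33 (SE 0.063). At pH 8.4, where the list was higher with 2 DE members, both lower (adjusted p = 0.0018, and adjusted p = 0.082 with an estimated correlation), and between the alkaline groups, where it was lower (adjusted p = 0.0021, and adjusted p = 0.083 with it), their call rested on the preset correlation. The list of NRF2 and oxidative stress genes rose at pH 7.8 (19 measured, 2 higher and 1 lower, adjusted p = 0.0015, and adjusted p = 0.032 with an estimated correlation) and pH 8.4 (1 higher and 2 lower, adjusted p = 0.0032, and adjusted p = 0.038 with it), but not at a mean log2 of at least 5 (adjusted p = 0.093 and 0.09), with Gclc, an enzyme of glutathione synthesis, at 1.61 (SE 0.0599) and 1.57. Oxidative phosphorylation genes rose at pH 7.8 (24 measured, 0 DE in limma, 18 higher at an unadjusted p below 0.05, adjusted p = 7.5e-07, and adjusted p = 0.032 with an estimated correlation) and at pH 8.4 (adjusted p = 0.00028, and adjusted p = 0.08 with it). YAP and TEAD targets rose at pH 7.8 (20 measured, 4 higher and 1 lower, adjusted p = 0.005, adjusted p = 0.045 with an estimated correlation, and 0.18 at a mean log2 of at least 5), with the coagulation factor F3 at 1.78 (SE 0.0551).

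Other calls rested on the preset correlation. At pH 7.8 and pH 8.4 these were immediate early genes, which rose (adjusted p = 3.3e-06 and 0.0025 from camera, adjusted p = 0.065 and 0.22 with an estimated correlation), phosphate and mineralization genes, which rose (adjusted p = 0.0092 and 0.0025, adjusted p = 0.31 and 0.26 with it), with the phosphate transporter Slc20a1 at 1.69 (SE 0.0867) and 1.73, BMP and TGF-beta genes, which fell (adjusted p = 0.0025 and 0.021, adjusted p = 0.23 and 0.32 with it), with Id2 at -1.80 (SE 0.0851) at pH 7.8, extracellular matrix genes, which fell as a list with DE members both ways (6 higher and 11 lower at pH 7.8, 7 and 10 at pH 8.4, adjusted p = 0.0018 and 0.01, adjusted p = 0.31 and 0.41 with it), and the insulin-like growth factor axis, which fell (adjusted p = 0.039 and 0.0039, adjusted p = 0.24 and 0.11 with it), with Igf1 at -1.62 (SE 0.0941) and -2.48. The pH 7.8 call of the last was lost with the replicate block (adjusted p = 0.052) and without pH 7.4 replicates 1 or 4 (adjusted p = 0.051 each) or pH 7.8 replicate 4 (adjusted p = 0.058). Interferon genes fell at pH 7.8 (adjusted p = 0.00085, adjusted p = 0.3 with it) and rose between the alkaline groups (adjusted p = 0.00068, adjusted p = 0.29 with it), where immediate early genes fell (adjusted p = 0.041, adjusted p = 0.37 with it) and the unfolded protein response rose (adjusted p = 0.03, adjusted p = 0.23 with it). Both lost this call without single arrays, as without pH 7.8 replicate 3 (adjusted p = 0.083 and 0.062), and with the replicate block (adjusted p = 0.051 each). Cholesterol synthesis at pH 8.4 (adjusted p = 0.0021, adjusted p = 0.11 with it) and smooth muscle markers at pH 7.8 (adjusted p = 0.005, adjusted p = 0.083 with it) fell. At a mean log2 of at least 5, 21 of the calls were lost.

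Not called at pH 7.8, at pH 8.4 or between the alkaline groups were acid-base transport and pH sensing (adjusted p = 0.66, 0.66 and 0.2 from camera), adipocyte markers (0.36, 0.6 and 0.83), endothelial markers (0.82, 0.57 and 0.62), glycolysis and hypoxia (0.46, 0.53 and 0.69), integrins (0.69, 0.66 and 0.47), macrophage markers (0.37, 0.71 and 0.72), semaphorins and ephrins (0.66, 0.19 and 0.16), skeletal muscle markers (0.71, 0.66 and 0.85) and vitamin D response (0.61, 0.66 and 0.97). The median, mean and test of a list differed in sign only among uncalled results, in acid-base transport and vitamin D response for every comparison and in some comparisons of adipocyte, macrophage, osteocyte and skeletal muscle markers, extracellular matrix, glycolysis, integrins, interferon response, proteases and p38 MAPK components.

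Falls were smaller on the arrays than by qRT-PCR by more than rises were. Array values near their floor would give the smaller ratio over the lower step in all 4 genes, which held in 3 of them, with 0.89 against 0.768 in Dmp1 as the exception, so that a floor can be neither excluded nor shown. No biological explanation was tested.

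Of the 35 divisions of the 8 arrays into 4 and 4, 1, the real one, gave as many DE genes as the 455 at pH 7.8, the 527 at pH 8.4 and the 120 between the alkaline groups, with 0 as the highest of the others, and as many called lists as the 17 at pH 7.8 and the 15 at pH 8.4, with 13 and 12 as the highest of the others. For these counts the real division ranked first, the most that 35 divisions can show, so chance in dividing the arrays is made unlikely but not excluded. Divisions that mix both pH values put the pH difference into the spread within groups, which by itself lowers their DE counts. Chance between cultures, which the labels do not tell apart, was not tested. For the 9 lists between the alkaline groups, 2 of 35 gave as many, the highest other being 9. Divisions that exchange only 1 array per group keep part of the pH difference, which can raise their list counts. Their lists were also adjusted together with the other 2 comparisons as they stand. These list counts are therefore no clean reference for chance, which cannot be excluded here.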
